A study of Homo sapiens with 3 samples. Its data were reported in "A distinct mechanism of epigenetic reprogramming silences PAX2 and initiates endometrial carcinogenesis" (2025).

How the data were processed

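Total RNA was measured in 3 endometrial cancer (EC) patient-derived xenografts (PDXs), which are human tumors grown under the skin of immunodeficient mice. Per the labels, libraries were made with a stranded total RNA kit, so RNAs without a poly(A) tail were kept. One PDX was labelled PAX2+ and 2 were labelled PAX2–. The PAX2– PDXs are numbered 1 and 2 here only to name them, and the numbers pair nothing.

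The deposited values came in 2 units. For the PAX2+ PDX and PAX2– PDX 1, the authors deposited length-scaled transcript abundances (TPM), which are reads per gene divided by gene length and scaled so that each library sums to 1000000. For PAX2– PDX 2, the authors deposited raw read counts per gene. The labels name no aligner, counting tool or genome build for these libraries. The methods of the study describe a pipeline for a cell line, and it is not stated that the xenografts were processed in the same way. It is also not stated how reads from the mouse host were handled, and this was not tested.

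To compare all 3 libraries, the counts of PAX2– PDX 2 were put on the TPM scale with the gene lengths used in the TPM table. These lengths were recovered from the TPM values. Each TPM is proportional to a whole number of reads over a whole number of bases, and all 18246 genes of the table could be written so, with a largest relative error of 3.8e-14. At 5 wrong scales, checked on every 20th gene, the share of genes that could be written so was 2.19%, 19.2%, 0.767%, 0.110% and 0.219%. The second of these was a ratio of small whole numbers to the scale used, and the last 2 were added after its result was seen. A fraction fixes reads and length only up to a common factor, so the factor was chosen by its posterior probability given annotated transcript lengths (GENCODE release 44 on GRCh37). A length was called settled at a posterior of at least 95%, which held for 13442 genes (73.7%). Of the table's genes, 94.7% were matched to the annotation, including 1251 through a synonym. As a check, genes assigned a factor of 2 should carry a log2 excess of 1.0 in the reads of PAX2– PDX 2, and the excess was 0.97 over 286 genes. For a factor of 3 the predicted excess was 1.58 and the excess found was 1.43 over 53 genes. A wrong length changes only the level of PAX2– PDX 2 and the read numbers given for the other libraries, not their TPM.

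The design had been fixed for TPM in all libraries before the data were examined. The TPM of PAX2– PDX 2 was therefore computed here and comes from a table that was processed separately, so each of its levels is a comparison across tables. The TPM table lists 18246 of the 23710 genes in the count table. The other 5464 genes were left out of the comparisons. One gene of a fixed list is not reported here.

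Reads in genes were estimated at 17022940 for the PAX2+ PDX and 19831775 for PAX2– PDX 1, with lower bounds of 14891854 and 17276533 if every common factor was 1. PAX2– PDX 2 had 23375803 counted reads. Intervals for read numbers are exact Poisson intervals at a confidence level of 95%, and a count of 0 was taken to allow up to 3 reads. Both cover counting error only.

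Differences were taken as PAX2– minus PAX2+ on log2(TPM + 1), a scale that understates the change of low genes. The PAX2+ group had 1 library, so no p-value was computed, and the difference between the PAX2– PDXs served as the measure of spread. Genes with a mean TPM of at least 1 over the 3 libraries were compared, and genes were counted as 4-fold apart at a log2 difference of at least 2. A PDX was set apart by a gene that lay at least 4-fold above or below both other PDXs. Medians of fixed gene lists were placed among 10000 random lists of the same size, matched on mean expression in 20 bins. This percentile describes these libraries and is not a test. The lists were PAX2 neighbours, PAX family, hormone response, EC drivers, PRC2 and cohesin, proliferation, epithelial, mesenchymal, squamous, and immune and endothelial genes. The named genes were PAX2, members of these lists, and the 5 genes above and 5 below with the largest smaller-of-both differences among genes setting the PAX2+ PDX apart. These rules were set before the data were examined.

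The alternatives were a pseudocount of 0.1, centring on the median gene, TPM without small RNA genes, quantile normalization, other expression filters, a 2-fold threshold, counts scaled by the TMM method of edgeR 4.0.16, and each PAX2– PDX left out. Settled lengths only, the longest annotated transcript as length, thinning of reads to 17022940 per library, and TMM scaling outside the pairwise counts were added after the data were seen. The procedures were tested on simulated data. For the table of the PAX2+ PDX and PAX2– PDX 1, 95.2% of 16873 simulated lengths and 99.2% of 13429 settled ones were recovered. The simulated lengths were those chosen here, so these shares do not measure how often the choices were right for the real genes. For the PAX2+ PDX against both PAX2– PDXs, over 13804 genes, 96.5% of 200 genes changed 8-fold were called, with 5 unchanged genes called. The changed genes were drawn from genes with a mean TPM of at least 5, so the share called does not cover lower genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and R 4.3.3 were used.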

Results

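Gene expression was profiled by RNA-Seq in 3 EC PDXs, of which 1 was PAX2+ and 2 were PAX2–. The library of the PAX2+ PDX held an estimated 17022940 reads in genes, that of PAX2– PDX 1 an estimated 19831775, and that of PAX2– PDX 2 held 23375803 counted reads. No PAX2+ replicate was measured, so differences are described against the spread between the PAX2– PDXs. All levels of PAX2– PDX 2 were set across separately processed tables.

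*PAX2* was examined first, because it checks the labels. *PAX2* lies on the plus strand of chromosome 10 at 102495153 to 102589701 (GRCh37) and is annotated as protein coding. The PAX2+ PDX expressed *PAX2* at 2.07 TPM, from 85 reads (95% exact Poisson interval, 67.9 to 105 reads, or 1.66 to 2.56 TPM). No *PAX2* read was counted in PAX2– PDX 1 or in PAX2– PDX 2. A count of 0 allows up to 0.0767 TPM in PAX2– PDX 1 and up to 0.0645 TPM in PAX2– PDX 2. *PAX2* was thus at least 27.0-fold higher in the PAX2+ PDX than in PAX2– PDX 1 and at least 32.1-fold higher than in PAX2– PDX 2. At the lower end of the counting interval, these bounds were 21.6-fold and 25.7-fold. The log2(TPM + 1) difference was -1.62, and it was -4.44 with a pseudocount of 0.1, the alternative that moved it most. With its low level, *PAX2* had a mean TPM below 1 and did not enter the counts of genes below.

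The genes beside *PAX2* were compared next, to ask whether they moved with it. Of 20 neighbours fixed beforehand, 19 were in the TPM table and 15 passed the expression filter. In PAX2– PDX 1, 11 of the 15 were higher than in the PAX2+ PDX and 4 were lower, and in PAX2– PDX 2, 14 were higher and 1 was lower. On the TPM scale, *SFXN3* was the only one of the 15 lower in both PAX2– PDXs, and relative to the median gene 2 of the 15 were, *SFXN3* and *MRPL43*. Its level was 42.1 TPM in the PAX2+ PDX, 5.30 TPM in PAX2– PDX 1 and 33.0 TPM in PAX2– PDX 2. The median gene itself was higher by 0.45 (log2) in PAX2– PDX 1 and by 0.39 in PAX2– PDX 2. The median neighbour differed by 0.32 in PAX2– PDX 1 and by 1.12 in PAX2– PDX 2, or by -0.14 and 0.73 relative to the median gene. These medians lay at the 31.8th and 98.9th percentiles of random lists. Neighbouring genes are not independent, and among 13077 windows of 15 consecutive genes the median in PAX2– PDX 2 lay at the 95.3rd percentile. Averaged over both PAX2– PDXs, the median was 0.72, and the SD of 0.57 (n = 2) between them was close to its size.

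**Figure D1:**
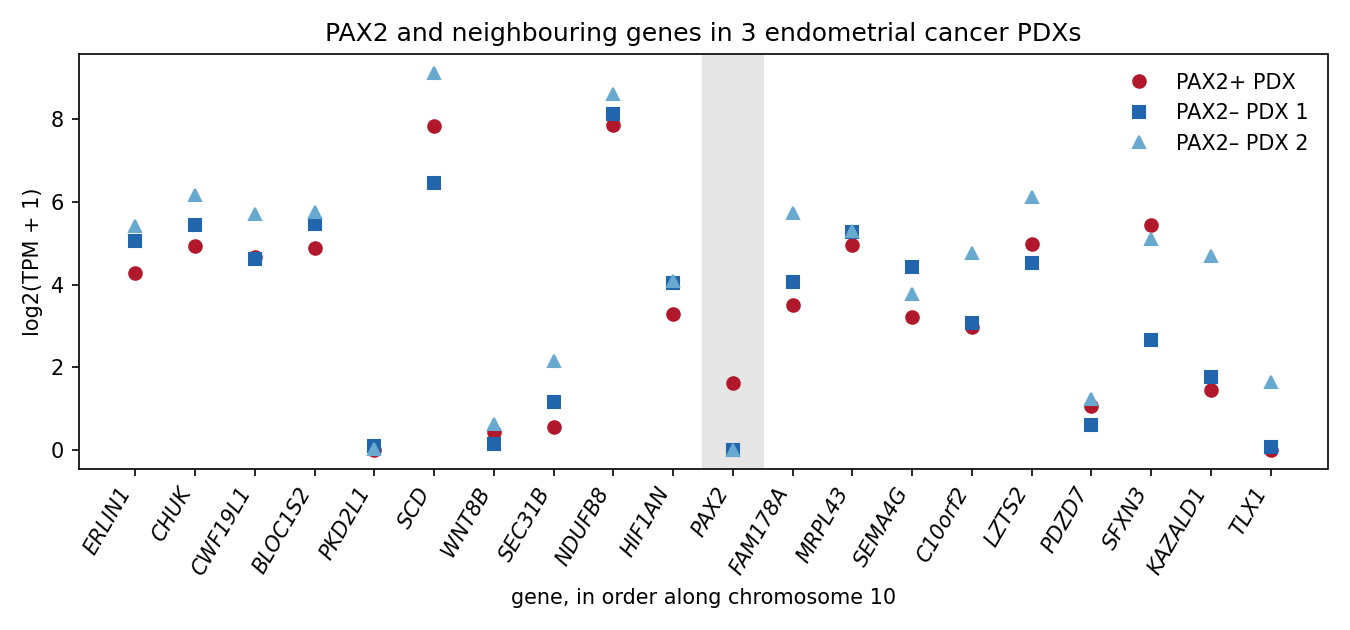
Expression of *PAX2* (shaded) and 19 neighbouring genes, in order along chromosome 10, as log2(TPM + 1), with 1 point per PDX and no error bars because each PDX had 1 library (*FAM178A* and *C10orf2* are older symbols of *SLF2* and *TWNK*). *PAX2* is at 0 in both PAX2– PDXs, while 15 neighbours have a mean of at least 1 TPM.

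To size the difference between the tumors, genes at least 4-fold apart were counted over 13870 genes. Genes outside the TPM table could not be counted, and 459 of them had more than 3 reads in PAX2– PDX 2. Totals that involve PAX2– PDX 2 may therefore be too low. PAX2– PDX 1 had 1092 genes higher and 564 lower than the PAX2+ PDX. PAX2– PDX 2 had 1468 genes higher and 1019 lower than the PAX2+ PDX. PAX2– PDX 2 also had 1075 genes higher and 1326 lower than PAX2– PDX 1. The total of 2401 genes between the PAX2– PDXs was thus above the total of 1656 between PAX2– PDX 1 and the PAX2+ PDX, and close to the total of 2487 between PAX2– PDX 2 and the PAX2+ PDX. Centring on the median gene changed the direction of these counts, to 714 higher and 766 lower in PAX2– PDX 1 and to 1056 higher and 1269 lower in PAX2– PDX 2, each against the PAX2+ PDX. The 2-fold threshold moved these totals most, to 5231, 4834 and 5680 genes. Across genes, which are not independent replicates, Spearman's rho was 0.81 between the PAX2+ PDX and PAX2– PDX 1, 0.71 between the PAX2+ PDX and PAX2– PDX 2, and 0.71 between the PAX2– PDXs.

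The PAX2+ PDX was set apart from both PAX2– PDXs by 696 genes, 356 above and 340 below. PAX2– PDX 1 was set apart from the other PDXs by 677 genes and PAX2– PDX 2 by 1294 genes. The split by PAX2 status therefore gave about as many genes as the split that set PAX2– PDX 1 apart, and fewer than the split that set PAX2– PDX 2 apart. Genes outside the TPM table were left out here too, so the number for PAX2– PDX 2 may be too low. After centring on the median gene, 467 genes lay above and 208 below in the PAX2+ PDX. In simulated libraries that differed by counting noise alone, 7 genes set an unchanged library apart. The count for the PAX2+ PDX rests on both PAX2– PDXs, since it was 2487 without PAX2– PDX 1 and 1656 without PAX2– PDX 2.

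**Figure D2:**
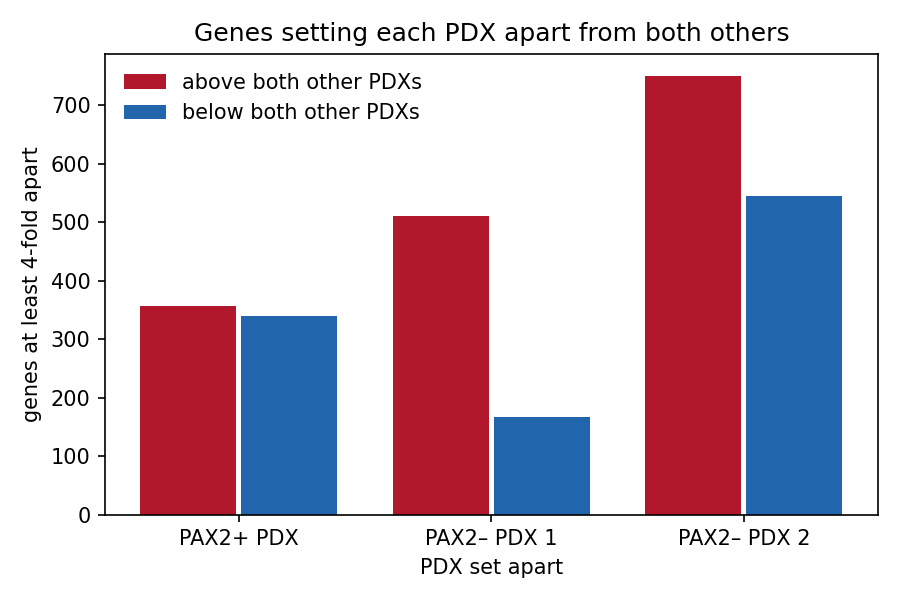
Number of genes at least 4-fold above (red) or below (blue) both other PDXs, for each PDX in turn. The PAX2+ PDX has 356 and 340 genes, PAX2– PDX 1 has 511 and 166, and PAX2– PDX 2 has 750 and 544.

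The genes furthest above both PAX2– PDXs were *DHRS2*, *STRA8*, *SPON1*, *HTRA1* and *EMP1*. *DHRS2* (chromosome 14, 24099324 to 24114848) was at 1803 TPM in the PAX2+ PDX, 1.91 TPM in PAX2– PDX 1 and 0.214 TPM in PAX2– PDX 2. *SPON1* was at 475 TPM in the PAX2+ PDX, 0.985 TPM in PAX2– PDX 1 and 0.264 TPM in PAX2– PDX 2. The genes furthest below were *HIST1H1B*, *HIST1H1D*, *HIST1H2BK*, *HIST1H2AH* and *MIR4648*. *HIST1H1B* (chromosome 6, 27834570 to 27835366) had 0 reads in the PAX2+ PDX, 5878 reads in PAX2– PDX 1 and 13435 reads in PAX2– PDX 2. Reads assigned to single histone genes may be uncertain if the genes are near-identical copies, which was not tested. Near-absent histone genes were also found outside this comparison. Of 53 genes of this histone cluster, 4 had at most 3 reads in the PAX2+ PDX and over 500 in both other PDXs. In PAX2– PDX 1, 4 different genes met the same criterion. In PAX2– PDX 2, whose table was processed separately, 0 genes met it.

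Fixed gene lists were compared to place these tumors by gene class. Over 9 lists and 3 comparisons, 11 of 27 medians lay outside the central 95% of random lists. Between the PAX2– PDXs, these were PAX2 neighbours, PAX family, hormone response, epithelial, mesenchymal and squamous genes. Against the PAX2+ PDX, they were PAX family, hormone response and mesenchymal genes in PAX2– PDX 1. In PAX2– PDX 2, they were PAX2 neighbours and squamous genes. For hormone response, the median difference from the PAX2+ PDX was 4.14 in PAX2– PDX 1, above all 10000 random lists, and 0.76 in PAX2– PDX 2 (91.7th percentile), and the PAX2– PDXs differed by -1.98. *ESR1* was at 0.0736 TPM in the PAX2+ PDX, 222.8 TPM in PAX2– PDX 1 and 0.519 TPM in PAX2– PDX 2, where its length was not settled. *PGR* had 0 reads in the PAX2+ PDX, 4 in PAX2– PDX 1 and 6 in PAX2– PDX 2. For the mesenchymal list, the median difference was -1.56 in PAX2– PDX 1, below all 10000 random lists, and -0.30 in PAX2– PDX 2 (7.38th percentile). The median gene was *COL1A1* in PAX2– PDX 1 and *COL1A2* in PAX2– PDX 2. Whether reads from the mouse host entered the levels of this list was not tested. The epithelial medians were -0.21 and -0.25, at the 3.47th and 6.35th percentiles. The squamous list, with 3 genes passing the filter, had medians of -0.58 and 3.32, at the 5.26th and 99.7th percentiles. The PAX family, also with 3 genes, had medians of 2.34 and -0.35, at the 98.4th and 19.2nd percentiles. *PAX8* was at 126 TPM in the PAX2+ PDX, 92.7 TPM in PAX2– PDX 1 and 1.27 TPM in PAX2– PDX 2. For EC drivers the medians were 0.48 and 0.69, for PRC2 and cohesin genes 0.70 and 0.59, and for proliferation genes 0.13 and 0.03. All of these lay within the central 95% of random lists. Relative to the median gene, the proliferation medians were -0.32 and -0.36, so their direction depended on the scaling. Of the immune and endothelial list, 1 gene passed the filter and no median was taken.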

Values the study reported

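The study examined 3 PDXs, of which 1 was PAX2+ and 2 were PAX2–. In the PAX2+ PDX, the study reported open chromatin over about 15 kbp at the *PAX2* promoter.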

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

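The test of how the TPM table was filtered was chosen after the result was seen. Of the genes in the count table of PAX2– PDX 2 that the comparisons did not use, 459 had more than 3 reads, which is above the limit that a count of 0 allows. They were singled out because they carry signal in data outside the main measurement. Together the unused genes held 173556 reads, or 0.742% of the library. *DKK4* had 44775 reads, *TAC1* 13017, *SYN2* 9564 and *FGD5* 7929.

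The authors' filtering is a candidate explanation for their absence from the TPM table. No listed gene was at 0 in both of its libraries, while 997 listed genes had 1 read over both libraries. That is consistent with a table listing genes with at least 1 read, so the unused genes would have had no reads in the PAX2+ PDX and PAX2– PDX 1. Whether their reads in PAX2– PDX 2 reflect the tumor or its separate processing stays open. Both PAX2– PDXs share a status, so PAX2 status does not account for a difference between them.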

How the results depend on the processing

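No paired analysis was possible because the PAX2+ group had 1 library and the replicate numbers do not come from the labels. The restriction to settled lengths, the longest transcript as length, thinning, and TMM scaling outside the pairwise counts were chosen after the data were seen. The alternatives moved values as follows, and where no cause is named, the cause was not tested.

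The *PAX2* difference of -1.62 kept its direction under every alternative run. It was -4.44 with a pseudocount of 0.1, -2.04 after centring on the median gene and -2.69 with TMM-scaled counts. It depends on the pseudocount because both PAX2– PDXs were at 0 reads, so the lower bounds on the fold are the firmer description. The median of the *PAX2* neighbours, averaged over the PAX2– PDXs kept, stayed positive under every alternative run. It ranged from 0.29 with quantile normalization to 1.12 without PAX2– PDX 1, and was 0.32 without PAX2– PDX 2. Taken in each PDX, the median after centring on the median gene was -0.14 in PAX2– PDX 1 and 0.73 in PAX2– PDX 2.

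Centring moved the averaged median of every list by the same amount, because the median gene itself differed between the libraries. The move exceeded the SD between the PAX2– PDXs for 4 lists, whose medians against the PAX2+ PDX were alike in both. For epithelial genes this likeness did not extend to the genes themselves, whose median difference between the PAX2– PDXs was -1.17. After centring, the averaged medians were 0.17 for EC drivers, 0.23 for PRC2 and cohesin, -0.34 for proliferation and -0.65 for epithelial genes. With quantile normalization they were 0.14, 0.22, -0.25 and -0.39, and with TMM scaling 0.15, 0.19, -0.38 and -0.70. Without small RNA genes they were 0.50 for PRC2 and cohesin, -0.072 for proliferation and -0.39 for epithelial genes. Proliferation therefore reversed from 0.08 under these 4 scalings. With the longest transcript as length, proliferation was 0.25 and epithelial genes -0.16. With a mean TPM of at least 5, *PAX8* alone was left in the PAX family list, and the value of -3.13 is its own averaged difference. The PAX family and squamous medians, from 3 genes each, also changed sign within a large spread between the PAX2– PDXs. The PAX family went from 0.99 to -0.08 with no filter and to -0.35 without PAX2– PDX 1. The squamous list went from 1.37 to -0.05 with no filter, to -0.97 with a mean TPM of at least 5 and to -0.58 without PAX2– PDX 2.

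A 2-fold threshold raised the pairwise totals to 4834 for PAX2– PDX 1 and 5680 for PAX2– PDX 2 against the PAX2+ PDX, and to 5231 between the PAX2– PDXs. It raised the genes setting a PDX apart to 2230 for the PAX2+ PDX, 2065 for PAX2– PDX 1 and 3094 for PAX2– PDX 2. A pseudocount of 0.1 gave 1173 for the PAX2+ PDX and 1044 for PAX2– PDX 1. With 1 PAX2– PDX left out, the count for the PAX2+ PDX ranged from 1656 to 2487, since a gene then had to differ from 1 PDX in place of both. The other alternatives kept these totals within 1.5 times.

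The split into higher and lower genes was less stable than the totals. Of the 340 genes below in the PAX2+ PDX, 208 remained after centring, while all 356 genes above remained and the count above rose to 467. Quantile normalization gave 491 above and 246 below, and TMM scaling 447 and 269. Other choices moved the split the opposite way, with 426 above and 747 below at a pseudocount of 0.1, and 686 above and 1544 below at the 2-fold threshold. For PAX2– PDX 1, centring gave 371 above and 222 below. For PAX2– PDX 2, which had 750 above and 544 below, more genes lay below than above with TMM scaling, at 666 and 702, and with a pseudocount of 0.1, at 907 and 963. Against the PAX2+ PDX, quantile normalization gave 741 higher and 812 lower genes in PAX2– PDX 1 and 1141 higher and 1234 lower in PAX2– PDX 2. TMM scaling gave 778 and 737 in PAX2– PDX 1 and 1076 and 1299 in PAX2– PDX 2.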

Other observations

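The tests of a scaling shift in the *PAX2* neighbours and of separate processing in the Wnt targets were chosen after the results were seen, and the other tests in this part were set down before their results. For the genes near 0 in one PDX, the rules for reading both tests were changed after their values were seen. All patterns here were noticed in the same data, and the genes named here outside the fixed lists were chosen after their values were seen.

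PAX2– PDX 2 was set apart by more genes than the PAX2+ PDX. Uncertain gene lengths do not account for this, since 923 genes set PAX2– PDX 2 apart with settled lengths only, against 527 for the PAX2+ PDX. Nor does depth, with 1300 against 698 genes after thinning, or abundant small RNAs, with 1293 against 700 genes. A difference in preparation or counting stays open and cannot be told apart from the tumor itself, because 0 libraries of PAX2– PDX 2 were in the shared table. Differences between tumors of one PAX2 status remain untested.

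For the *PAX2* neighbours, the higher median in PAX2– PDX 1 lay at the 31.8th percentile of random lists, so the shift of all genes is a candidate explanation. In PAX2– PDX 2 the 98.9th percentile argued against such a shift as the whole cause. Among windows of consecutive genes, the same median lay at the 95.3rd percentile, near the edge of their central 95% but within it. Against PAX2– PDX 1, however, the median of 0.99 in PAX2– PDX 2 lay at the 98.9th percentile of windows, outside their central 95%. That difference is between PDXs of one PAX2 status, and its cause was not tested.

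*DKK4* and *LEF1* had 44775 and 3416 reads in PAX2– PDX 2 and were not listed for the other PDXs. A candidate explanation is raised expression of Wnt target genes. The median of 11 other Wnt targets, a list written before their values were seen, was higher in PAX2– PDX 2 by 6.56 against the PAX2+ PDX and by 4.41 against PAX2– PDX 1, both above all 10000 random lists. *LGR5* was an exception, at 171 TPM in PAX2– PDX 1 and 9.77 TPM in PAX2– PDX 2. Separate processing that acts on genes at large does not account for this, since random lists carry it too and their central 95% reached 0.64 against PAX2– PDX 1. Raised Wnt target expression remains a hypothesis from 1 library.

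Outside histone and small RNA genes, 179 times a gene had at most 3 reads in one PDX and at least 5 TPM in both others. Loss of reads over whole regions does not account for most of these, since 22.1% of other adjacent genes were down more than 4-fold (exact binomial interval, 16.1% to 29.0%). The interval takes these adjacent genes as independent, which neighbouring genes are not, so it may be too narrow. The share of 22.1% was above the 3.22% beside genes read in all PDXs, and adjacent paralogs were not separated. Head-to-head partners of such genes, with starts within 1000 bases, formed only 2 distinct pairs, and the partner was down in 2 of 2 (exact binomial interval, 15.8% to 100%). That was above the share of 0.760% beside genes read in all PDXs (19 of 2499). The interval overlaps that of other adjacent genes, so a shared promoter region cannot be told apart from adjacency with 2 pairs.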
